# YY1-dependent transcriptional regulation manifests at the morula stage

**DOI:** 10.17912/micropub.biology.001108

**Published:** 2024-01-16

**Authors:** Mizuki Sakamoto, Takashi Ishiuchi

## Abstract

YY1 plays multifaceted roles in various cell types. We recently reported that YY1 regulates nucleosome organization in early mouse embryos. However, despite the impaired nucleosome organization in the absence of YY1, the transcriptome was minimally affected in eight-cell embryos. We then hypothesized that YY1 might prepare a chromatin environment to regulate gene expression at later stages. To test this possibility, we performed a transcriptome analysis at the morula stage. We found that a substantial number of genes are aberrantly expressed in the absence of YY1. Furthermore, our analysis revealed that YY1 is required for the transcription of LINE-1 retrotransposons.

**Figure 1. YY1 regulates transcription at the morula stage.**
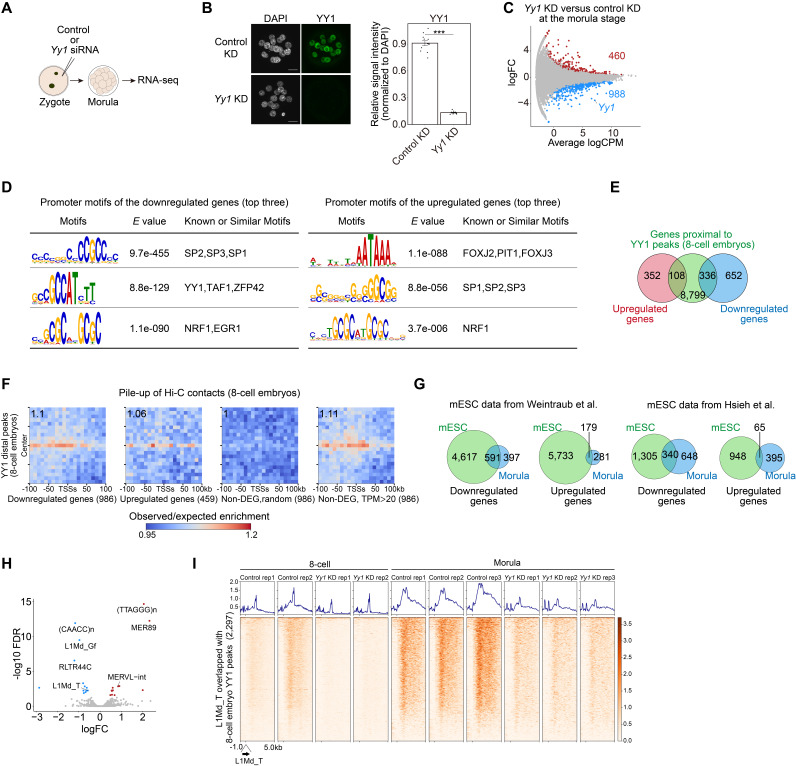
**(A)** Schematic illustration showing the experiments for *Yy1* knockdown (KD). **(B)** (Left) Representative images of immunostaining for YY1 upon *Yy1* KD. Morulae were used for immunostaining. Scale bar, 20 μm. (Right) Plots showing YY1 signal intensity in morulae. Each dot represents the nuclear YY1 signal intensity normalized by the signal intensity of DAPI. ***p < 0.001, Wilcoxon rank sum exact test. Data shown are mean ± s.e.m. n=12 (control KD), 11 ( *Yy1* KD). **(C)** MA plots showing the changes in gene expression between control and *Yy1* KD morulae. Differentially expressed genes were defined by FDR < 0.05. Upregulated (n = 460) and downregulated (n = 988) genes in *Yy* 1 KD embryos are colored in red and blue, respectively. **(D)** Motif analysis at the promoters of downregulated (left) and upregulated genes (right) upon *Yy1* KD. The top three motifs are shown. **(E)** Venn diagrams showing the overlap of between the differentially expressed genes in *Yy1* KD morulae and the genes proximal to YY1 binding sites. **(F)** Pile-up analysis of Hi-C data from eight-cell embryos. (Left two diagrams) Heatmaps showing interaction between YY1-binding sites and the promoters of differentially expressed genes in *Yy1* KD morulae. (Right two diagrams) The same analysis was performed for the promoters of randomly selected or highly expressed non-differentially expressed genes. Genes located on the Y chromosome were excluded. **(G)** Venn diagrams showing the overlap of down- or up-regulated genes in YY1-depleted morulae and mESC. The results from two independent public RNA-seq datasets (Weintraub et al. 2017; Hsieh et al. 2022) are shown on the left and right, respectively. **(H)** Volcano plots showing the changes in the expression of repetitive elements upon *Yy1* KD in morulae. Upregulated (n = 12) and downregulated (n = 12) repetitive elements in *Yy* 1 KD embryos are colored in red and blue, respectively. **(I)** Heatmaps showing the enrichment of RNA-seq reads at YY1-bound L1Md_T loci in control and *Yy1* KD embryos at the eight-cell and morula stages. Multi-mapped reads were included for this analysis.

## Description

YY1, a zinc finger containing transcription factor, is ubiquitously expressed in various cell types and positively or negatively regulates transcription in a context-dependent manner (Gordon et al. 2006; Verheul et al. 2020) . YY1 was also identified as a key structural regulator of enhancer-promoter interactions (Weintraub et al. 2017) , although a recent study showed that enhancer-promoter loop formations were little affected upon the acute depletion of YY1 protein (Hsieh et al. 2022) . YY1 can bind to 5’ UTR of LINE-1 retrotransposons (Minakami et al. 1992; Kurose et al. 1995; Becker et al. 1993; Athanikar 2004; Lee et al. 2010) , and those LINE-1 elements bound by YY1 functioned as enhancers in mouse embryonic stem cells (mESCs) (Meng et al. 2023) . All these studies suggest that YY1 is involved in the regulation of enhancer activities.

We have recently demonstrated that YY1 binds to H3K27ac-marked putative enhancers and regulates nucleosome positioning around these regions in mouse embryos at the eight-cell stage (Sakamoto et al. 2023) . Furthermore, YY1-depleted embryos, generated by injecting siRNA to fertilized eggs, showed a clear developmental delay at the morula-to-blastocyst transition and strongly reduced the birth rate. Thus, zygotically expressed YY1 was necessary for development. However, the depletion of YY1 had a minimal effect on the transcriptome at the eight-cell stage, similar to what was observed upon acute depletion of YY1 protein in mESCs (Hsieh et al. 2022) . However, as developmental defects were evident after the morula formation, we hypothesized that the absence of YY1 for a longer period may display a greater impact on gene expression. To test this hypothesis, we performed RNA-seq at the morula stage, where *Yy1* knockdown (KD) embryos develop normally without developmental delay. 

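Morulae were collected 64 h after insemination from zygotes injected with a control siRNA or with an siRNA against *Yy1*, and 3 libraries per group were made, each from a pool of 10 morulae of unknown sex. The SMART-Seq Stranded kit, which amplifies cDNA from very small amounts of RNA, was used, and both ends of each fragment were sequenced. The authors trimmed the reads, aligned them to the mouse genome (mm10) with Hisat2, removed reads on ribosomal RNA, assigned the remaining read pairs to the genes of GENCODE vM25 and deposited one value per gene and library as TPM, the number of pairs on a gene divided by its exon length and scaled so that each library sums to 1000000. A gene's TPM therefore depends on all other genes of its library, and a few abundant RNAs can lower the values of the rest. The 10 genes with the highest TPM took between 17.1% and 18.4% of a library, and genes shorter than 200 nt took between 15.1% and 17.1%. Each library listed between 16696 and 17687 genes with a TPM of at least 1. Multiplying TPM by exon length recovered 12519597, 24417789 and 18109905 read pairs on genes for the control KD libraries and 18674188, 12865988 and 11793509 for the *Yy1* KD libraries, so that the group medians were 18109905 and 12865988. Pearson's r of log2(TPM + 1) across genes, which are not independent replicates, was between 0.955 and 0.962 for libraries of the same group and between 0.935 and 0.9496 for libraries of different groups. Genes with a TPM of at least 1 in at least 3 of the 6 libraries were tested, which left 17353 genes. Differences were tested on log2(TPM + 1) with limma, with a variance trend and two-sided p-values adjusted by the Benjamini-Hochberg method, and a gene was called at an adjusted p under 0.05. A fold change on this scale understates the change of genes with low TPM. On simulated libraries in which known genes were changed, 34 of 101 genes changed by 1 on the log2 scale and 58 of 85 genes changed by 2 were called. There were also 14 calls among 17077 unchanged genes. Beside the 34 and 58 right calls, these 14 made up a larger share of the calls than the threshold of 0.05 aims at.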

We collected *Yy1* KD embryos at the morula stages and performed RNA-seq as has been previously done for eight-cell embryos (Sakamoto et al. 2023) ( Figure 1A ). An efficient depletion of YY1 was confirmed by immunofluorescence at the morula stage ( Figure 1B ). Through transcriptome analyses, we identified 460 upregulated and 988 downregulated differentially expressed genes (false discovery rate < 0.05), which is in sharp contrast to our previous observation that only a few genes were differentially expressed at the eight-cell stage ( Figure 1C, Supplemental Table S 1). 

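*Yy1* (ENSMUSG00000021264.12), the target of the siRNA, lies on the plus strand of chromosome 12 from 108792973 to 108820148 (GRCm38, the assembly of mm10) and shares no exonic sequence with another annotated gene. Its level was 96.0, 100.2 and 89.8 TPM in the 3 control KD libraries and 8.73, 8.90 and 8.32 TPM in the 3 *Yy1* KD libraries. The mean went from 95.3 ± 5.26 TPM (SD, n = 3) to 8.65 ± 0.298 TPM (SD, n = 3), which is 9.07% of the control, and the log2 fold change was -3.32 (standard error 0.09, adjusted p = 6.71e-05 from limma with Benjamini-Hochberg adjustment). The 2 groups did not overlap (two-sided exact permutation test, p = 0.1, the smallest p that 3 libraries against 3 allow). Of all alternatives, the correction for GC content and length with recentring gave the smallest change of *Yy1*, -3.23, and a pseudocount of 0.1 the largest, -3.45.

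In the same test, 333 genes were upregulated and 728 were downregulated in *Yy1* KD morulae. All 1061 genes had 3 control KD values that did not overlap the 3 *Yy1* KD values, which was the case for 5224 of the 17353 genes tested (30.1%, against 10% by chance). The counts moved most, in proportion, when a library was left out. Without control KD replicate 3, 22 upregulated and 53 downregulated genes were called.

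Among the downregulated genes with the largest changes, *Zfp42* (also known as *Rex1*), a retroposed relative of *Yy1* on chromosome 8 from 43295063 to 43306980, went from 218 ± 8.57 to 23.5 ± 2.85 TPM (SD, n = 3 libraries each), a log2 fold change of -3.17 (standard error 0.10, limma adjusted p = 1.18e-04). The longest stretch shared by the annotated transcripts of *Yy1* and *Zfp42* was 20 nt. *Yy2*, the other retroposed relative, which lies within *Mbtps2* on the X chromosome from 157566119 to 157568985, was at 7.16 ± 0.338 TPM in control KD and 8.32 ± 0.806 TPM in *Yy1* KD morulae (SD, n = 3 each), and was not called (log2 fold change 0.19, limma adjusted p = 0.466). *Thrap3* (chromosome 4, 126164082 to 126202760) went from 84.8 ± 8.33 to 15.0 ± 0.540 TPM (SD, n = 3 each; log2 fold change -2.42, limma adjusted p = 3.36e-04). *Pnpt1* (chromosome 11, 29130744 to 29161828) changed by -2.58 on the log2 scale (limma adjusted p = 0.0126), and 4 of the 6 fits that each left out 1 library called it.

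Of the 5 upregulated genes selected in the same way, *Ino80b* (chromosome 6, 83121765 to 83125431) went from 21.9 ± 0.851 to 59.7 ± 2.03 TPM (SD, n = 3 each), a log2 fold change of 1.41 (standard error 0.08, limma adjusted p = 0.00204), and was called in all 6 fits that left out 1 library. It overlaps *Gm44287*, with which its read pairs can be shared. The remaining 4 were not called in all of these fits, which have fewer libraries. *Cdkn1c* (log2 fold change 2.00, limma adjusted p = 0.0227), which overlaps *Gm44732*, was called in 2 of those 6 fits. *Platr16* (1.96, limma adjusted p = 0.0178), which overlaps *Gm13230*, was called in 3. *Plk2* (1.82, limma adjusted p = 0.0370) and *Phlda3* (1.41, limma adjusted p = 0.0268) were each called in 1.

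**Figure D1:**
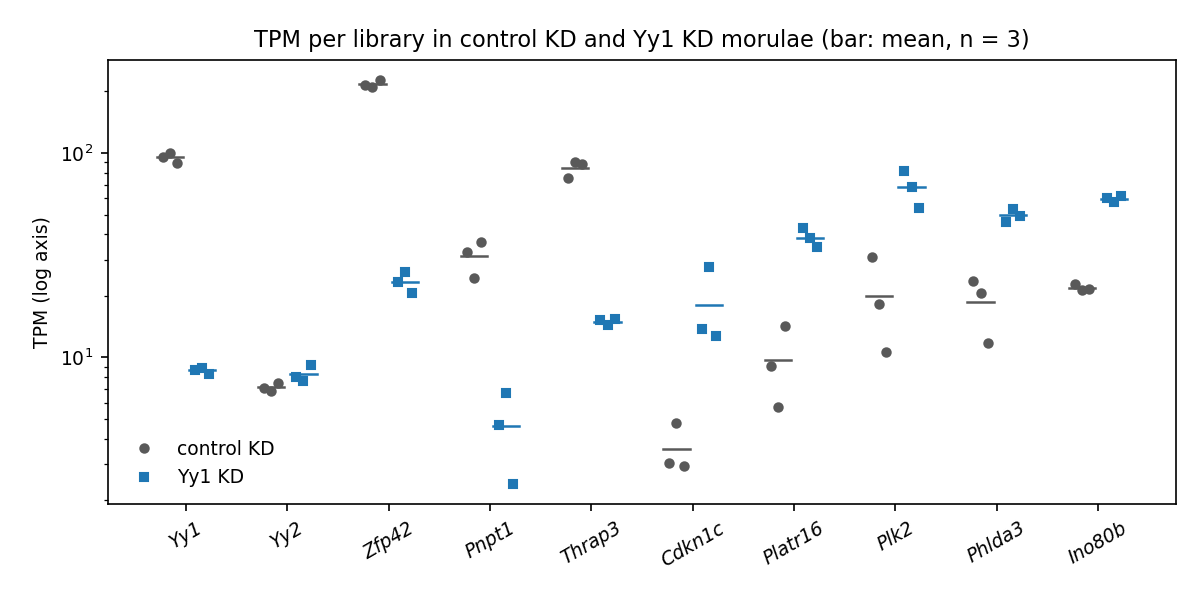
TPM of the named genes in each library on a log axis. Points are the 3 control KD and 3 *Yy1* KD libraries and the bars are group means. *Yy1* falls from 95.3 to 8.65 TPM, and the groups of each called gene do not overlap.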

Motif analysis of the promoter regions of the differentially expressed genes revealed that the YY1-binding motif was enriched at those of downregulated genes, while such a YY1 motif enrichment was not observed for upregulated genes, suggesting that YY1 positively regulates gene expression in morulae ( Figure 1D ). 

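The YY1 consensus GCCATNTT, which on the other strand reads AANATGGC, was searched on both strands in the first 100 nt of 1 annotated transcript (GENCODE vM21) of each protein-coding gene tested. Sequence upstream of the transcription start was not used here, so these counts cover the transcribed side of the promoter alone. The motif was present in 139 of 631 downregulated genes (22.0%, 95% Wilson interval 18.97% to 25.4%), in 18 of 224 upregulated genes (8.04%, 5.14% to 12.3%) and in 554 of 10583 genes that were not called (5.23%, 4.83% to 5.68%). Against the genes not called, the odds ratio was 5.11 for downregulated genes (two-sided Fisher's exact test over genes, p = 6.44e-43, and 2.25e-42 after Benjamini-Hochberg adjustment over the 14 such tests made) and 1.58 for upregulated genes (p = 0.0697, adjusted p = 0.108).

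Of the search settings, the number of nucleotides changed a call. In the first 200 nt, 13.4% of upregulated genes against 7.93% of genes not called had the motif (odds ratio 1.80, Fisher's exact test p = 0.00579, adjusted p = 0.0101), beside 27.1% of downregulated genes. In the first 50 nt the shares were 16.0% for downregulated genes, 5.36% for upregulated genes and 3.38% for genes not called. When genes not called were drawn to match the GC content and TPM of the downregulated genes, 5.95% of them had the motif on average, and 0 of 10000 draws reached the observed share (permutation p = 1e-04, the smallest that 10000 draws can give). Matched in the same way to the upregulated genes, 6.27% had it on average, and 1661 of 10000 draws reached the observed share.

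The genes with the motif had a median log2 fold change of -0.23 and those without it -0.03. Among the 139 sites of downregulated genes, 75.5% read AANATGGC on the transcribed strand, at a median distance of 26 nt from the annotated start. The orientation was not particular to them, since 73.7% of 562 sites in genes not called (median 33 nt) and 72.2% of 18 sites in upregulated genes read the same way. This orientation can hold a start codon, and the site covered the annotated start codon in 71 downregulated genes (11.3%) and in 2.56% of genes not called. Sites that did not cover it were present in 68 downregulated genes (10.8%) and in 2.69% of genes not called.

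**Figure D2:**
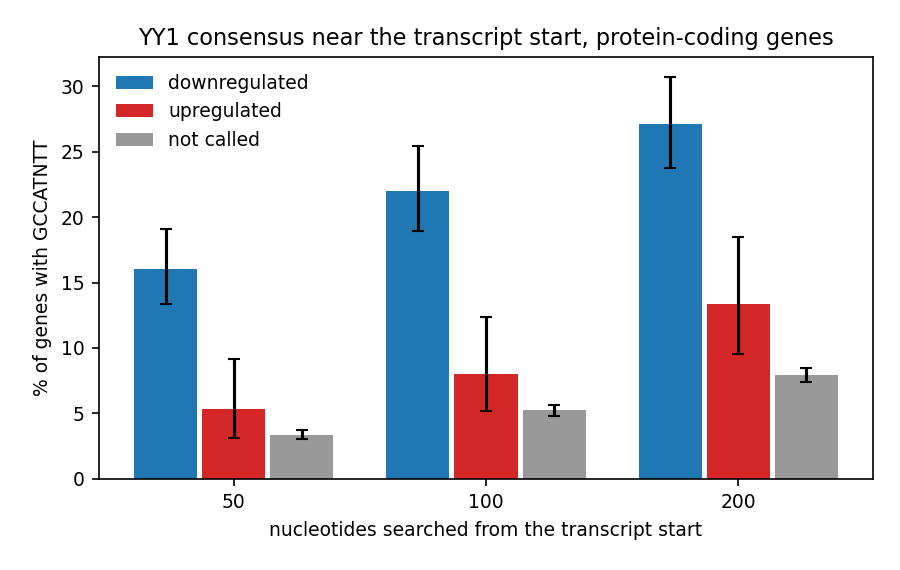
Percentage of protein-coding genes with GCCATNTT on either strand in the first 50, 100 and 200 nt of the annotated transcript, for downregulated, upregulated and uncalled genes. Error bars are 95% Wilson intervals. In the first 100 nt the shares are 22.0%, 8.04% and 5.23%.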

To further investigate the relationship between YY1 genomic binding and transcriptional alterations, we first extracted the genes proximal to YY1 CUT&RUN peaks (CUT&RUN data from eight-cell embryos) and addressed whether the expression of these genes is affected. This analysis revealed that, among these genes, a larger number of genes were found to be downregulated (336 and 108 genes corresponded to downregulated and upregulated genes, respectively) ( Figure 1E ). Collectively, these results indicate that changes in transcriptome upon YY1 depletion become evident at the morula stage and that YY1 mainly functions as a transcriptional activator at this developmental stage.

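Downregulated genes made up 68.6% of the genes called between control KD and *Yy1* KD morulae (95% Wilson interval 65.8% to 71.3%). Among all genes whose 3 control KD values and 3 *Yy1* KD values did not overlap, called or not, 2984 were lower and 2240 were higher in *Yy1* KD morulae, so that 57.1% were lower. The median log2 fold change over all genes tested was -0.02. The size of the change was similar in both directions. Its median was -0.85 on the log2 scale in downregulated genes and 0.74 in upregulated genes, and it was at least 1 in 36.7% of the former and 36.3% of the latter. Of the downregulated genes with an annotated type, 632 of 727 (86.9%) were protein coding, against 225 of 332 (67.8%) of the upregulated genes and 65.5% of genes not called. Pseudogenes made up 3.58% of downregulated genes, 13.3% of upregulated genes and 12.6% of genes not called. Read pairs of overlapping genes were shared between them without regard to strand, and 81 downregulated genes (11.1%) and 27 upregulated genes (8.11%) overlapped another gene called in the same direction.

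The share of downregulated genes depended on how the libraries were scaled. It was 65.7% with median-ratio scaling and 72.1% among genes of at least 200 nt with TPM rescaled. With quantile normalization, 388 genes were upregulated and 548 downregulated (58.5% downregulated). On the recovered read pairs, limma-voom, which differs from the main test in more than scaling, called 869 upregulated and 1181 downregulated genes (57.6%). The share was lowest, 53.6%, when a correction for GC content and length also recentred each library. From the number of genes called, the motif at the promoters of downregulated genes and the genes near YY1 binding sites, the paper concludes that the effect of YY1 depletion on the transcriptome becomes evident in morulae and that YY1 acts there mainly as an activator of transcription. The binding sites and the eight-cell transcriptome were not analysed here.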

We previously found that a large fraction of YY1 binding sites are located promoter-distal regions marked by H3K27ac, which suggested that YY1 binds to active enhancers (Sakamoto et al. 2023) . In addition, the role of YY1 in enhancer-promoter interactions has been suggested. Therefore, we speculated that transcriptional alteration upon *Yy1* KD might be due to some effect on enhancer-promoter interactions. To explore this possibility, using published Hi-C data at the eight-cell stage (Du et al. 2017) , we conducted a pile-up analysis between the promoter-distal YY1-binding sites (data from eight-cell embryos) and the promoters of differentially expressed genes ( Figure 1F ). We found that the distal YY1-binding sites tend to preferentially contact with the promoters of downregulated genes compared to upregulated genes. On the other hand, there were almost no contacts with randomly selected non-differentially expressed genes. However, we noted that the promoters of relatively highly expressed non-differentially expressed genes (TPM > 20) also showed active contacts with distal YY1-binding sites at similar levels to what was observed from the downregulated genes. Thus, YY1-binding sites appear to be in contact with the promoter of active genes already at the eight-cell stage, and a fraction of these genes are downregulated upon YY1 depletion at the morula stage but not at the eight-cell stage. 

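In control KD morulae, 5813 of the genes tested had a mean TPM above 20, the threshold of Figure 1F. Of these, 455 were downregulated in *Yy1* KD morulae (7.83%, 95% Wilson interval 7.16% to 8.55%), 180 were upregulated (3.10%, 2.68% to 3.57%) and 5178 were not called. Among the 11540 genes at or below this level, 273 were downregulated (2.37%, 2.10% to 2.66%) and 153 were upregulated (1.33%, 1.13% to 1.55%). Genes above 20 TPM thus made up 62.5% of all downregulated and 54.1% of all upregulated genes. The precision of the fold change differed between these groups of genes, with a median standard error of 0.11 on the log2 scale above 20 TPM and 0.25 at or below it, so that a change of the same size was called more often in highly expressed genes. Whether the shares differ for another reason was not tested.

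Between 1 and 5 TPM, 0.865% of genes were downregulated and 0.814% upregulated. The shares were 4.54% and 1.25% between 5 and 20 TPM, 8.11% and 2.49% between 20 and 100 TPM, and 7.04% and 4.78% above 100 TPM. Genes at or below 1 TPM in control KD morulae form no class here. All 273 downregulated genes at or below 20 TPM lay between 1 and 5 TPM (51) or between 5 and 20 TPM (222). Of the 153 upregulated genes, 48 and 61 did, and the rest lay at or below 1 TPM. Grouping by the control KD mean alone places genes that fell in a higher class than genes that rose. With the mean over all 6 libraries in place of the control KD mean, 392 of 5720 genes above 20 TPM were downregulated (6.85%). Over the alternatives, the share of downregulated genes above 20 TPM was lowest without control KD replicate 3, 0.675%, where few genes were called, and highest among protein-coding genes after a correction for GC content and length, 16.5%. Contacts between YY1 binding sites and promoters, and the expression of these genes at the eight-cell stage, were not analysed here.

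**Figure D3:**
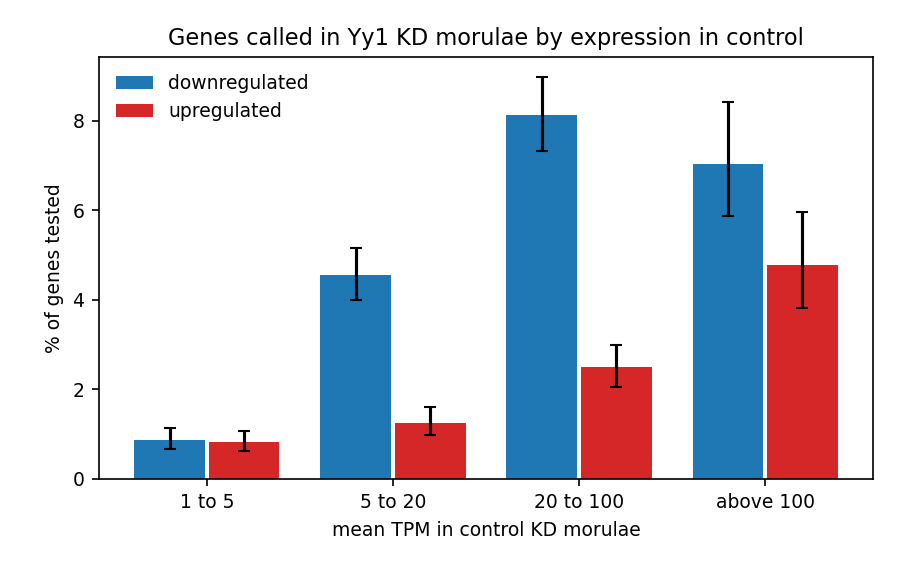
Percentage of tested genes called downregulated and upregulated in *Yy1* KD morulae, by mean TPM in control KD morulae. Error bars are 95% Wilson intervals. Downregulated genes exceed upregulated genes in each class above 5 TPM, and the shares are 0.865% and 0.814% between 1 and 5 TPM. Genes at or below 1 TPM, where all calls were upregulated, are not shown.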

Although the precise reason of the temporal changes in YY1 dependency for transcriptional regulation is not yet clear, the continuous absence of YY1 from its target enhancers may severely affect the enhancer function, which is reminiscent of what was observed in mESCs (Hsieh et al. 2022) .

To address whether the YY1-mediated transcriptional regulatory mechanism in morulae can be similarly observed in mESCs, we compared our transcriptome datasets with two public RNA-seq datasets from mESCs (Weintraub et al. 2017; Hsieh et al. 2022) . Notably, a large fraction of downregulated genes in morulae were also downregulated upon YY1 depletion in mESCs, indicating that the expression dependency on YY1 established around the morula stage is maintained in cells at subsequent developmental stages ( Figure 1G ).

LINE-1 retrotransposons contain the YY1-binding motif at their 5’ UTR, and YY1 binding to LINE-1 is required for transcriptional initiation of LINE-1 (Minakami et al. 1992; Kurose et al. 1995; Becker et al. 1993; Athanikar 2004; Meng et al. 2023; Lee et al. 2010) . To investigate the effect of YY1 depletion on LINE-1 expression, we analyzed changes in the expression of repetitive elements and found that LINE-1 subfamilies such as L1Md_Gf and L1Md_T were significantly downregulated ( Figure 1H ). As a higher number of YY1-binding peaks were observed at L1Md_T loci compared to L1Md_Gf (2,927 and 222, respectively), we further investigated the influence of YY1 depletion on L1Md_T expression. L1Md_T elements were transcribed in both control eight-cell embryos and morulae and underwent transcriptional upregulation during the transition from the eight-cell stage to the morula stage. In contrast, the transcription of L1Md_T was severely suppressed upon YY1 depletion at both stages ( Figure 1I ). Given that LINE-1 activation after fertilization plays an essential role in embryonic development (Jachowicz et al. 2017; Li et al. 2022; Percharde et al. 2018) , this impaired LINE-1 transcription might be linked to developmental defects observed in YY1-depleted embryos.

In this study, we showed that YY1 is required for transcriptional regulation of a set of genes and repetitive elements at the morula stage. However, it is still unclear why YY1 depletion causes impaired gene expression at the morula stage but not at the eight-cell stage. Our data suggest that YY1 binding itself might not directly affect transcription. Rather, YY1 might function to organize chromatin environment or nucleosome positioning at its target enhancers and permit the recruitment of other transcriptional activators. It would be required to examine what transcription factors or chromatin regulators cooperatively function with YY1 to control transcriptional dynamics during early development.

Our results indicated that YY1 promotes the transcription of L1Md_T elements, consistently with previous reports (Athanikar 2004; Lee et al. 2010; Gerdes et al. 2023) . On the other hand, it has been also reported that YY1 represses LINE-1 expression in human embryonic stem cells (hESCs), somatic cells, and mESCs (Sanchez-Luque et al. 2019; Meng et al. 2023) . A recent study showed that 5’ UTR of L1Md_T works as enhancers in mESC (Meng et al. 2023) . Similarly, our data suggested that the YY1-L1Md_T interaction might be involved in gene regulation in addition to L1Md_T transcription in early mouse embryos. Considering the presence of LINE-1 copies throughout the genome and the cell type-specific regulation of LINE-1 by YY1, the YY1-L1Md_T interaction may have a pivotal role to rewire gene expression program.

## Methods

**Animals and collection of mouse oocytes**

All animal experiments were approved by the Animal Experiments Committee of University of Yamanashi (A4-1) and performed according to the guidelines for animal experiments at University of Yamanashi. Female and male BDF1 (C57BL/6N × DBA/2) mice were purchased from SLC. Mice were housed in cages under specific pathogen-free conditions and had free access to water and food. BDF1 female mice (8-12 weeks old) were super-ovulated by injecting 7.5 IU of pregnant mature serum gonadotropin (PMSG), followed by injection of 7.5 IU of human chorionic gonadotropin (hCG) 46-48 h later.

**In vitro fertilization and siRNA injection**

For in vitro fertilization, spermatozoa were obtained from BDF1 male mice (10-12 weeks old). For capacitation, the spermatozoa were cultured in human tubal fluid (HTF) medium for 1 h before insemination. Cumulus-oocyte complexes were obtained from super-ovulated BDF1 female mice and inseminated with capacitated sperm in HTF medium. At 1-2 h postinsemination (hpi), the zygotes were washed and cultured in EmbryoMax KSOM medium (Merck Millipore). For *Yy1* knockdown, a silencer select siRNA (10 µM in H _2_ O; Thermo Fisher) was injected into the cytoplasm of zygotes at 2-3 hpi, and pronuclear formation was verified at 6 hpi.

**Immunofluorescence**

Morula embryos were collected at 64 hpi. Embryos were fixed by 4% paraformaldehyde (PFA) in PBS for 10 min at room temperature and then permeabilized using 0.2% Triton X-100 (Tx) in PBS for 10 min at room temperature. The fixed embryos were washed with PBS containing 0.02% Tx three times and incubated in a blocking buffer (3% BSA in PBS) at 4 °C overnight. Embryos were incubated with YY1 antibody (Santa Cruz Biotechnology sc-7341, 1:500) at 4 °C overnight. Embryos were then washed with PBS containing 0.02% Tx for three times and incubated with anti-mouse IgG labeled with Alexa Fluor 488 (Thermo Fisher A-11001, 1:500) for 1 h at room temperature. The embryos were then mounted on Vectashield (Vector Laboratories) containing DAPI (4′,6-diamidino-2-phenilindole). Fluorescence signals were detected using confocal microscopes FV1200 (Olympus). For quantitative analysis, fluorescence signal intensity was measured using Fiji software (Schindelin et al. 2012) . YY1 signal in each nucleus was normalized by DAPI signal. Statistical analysis was performed using R (version 4.0.3).

**RNA-seq**

Morulae were collected at 64 hpi, washed with PBS containing 0.1% BSA for three times, flash frozen with liquid nitrogen and stored at -80 °C until use. Each replicate contained ten morulae. SMART-Seq stranded kit (TAKARA) was used to prepare RNA-seq libraries. The first and second amplification steps were carried out for 10 and 13 cycles, respectively. Paired-end sequencing was performed on an Illumina NovaSeq X (150 bp ×2).

**RNA-seq data processing**

For samples prepared using a SMART-Seq Stranded Kit (Takara), the first three bases of Read 2 derived from the SMART-seq Stranded Adaptor were removed using Trim Galore! before aligning to the mouse genome (mm10) with Hisat2 (version 2.2.1) (Kim, Langmead, and Salzberg 2015) . Published RNA-seq data (GSE99521 and GSE178982) were also analyzed. Reads corresponding to ribosomal RNA were removed using a bedtools ‘intersectBed’ function. 

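The values that were deposited carry traces of how the read pairs were assigned. For 54312 of the 55364 genes listed (98.1%), the same version of the gene is present in GENCODE vM21, which gives its exon length, and TPM multiplied by this length is, up to a constant for each library, the number of read pairs. Among values under 20 pairs, between 80.6% and 81.6% came out as whole pairs in each library and between 99.3% and 99.4% as multiples of 1/6, as when a pair that lies on several genes is divided equally among them. Reads were assigned without regard to strand, so that a pair on the antisense strand of a gene counts for it. Of the 17353 genes tested, 10927 shared no exonic sequence with another gene. Of 354 ribosomal RNA genes listed, 23 had a value above 0 in at least 1 library. The table listed 0 of the 37 genes of the mitochondrial genome, so that mitochondrial transcripts do not enter the TPM totals.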

Read counts were calculated by featureCounts (Liao, Smyth, and Shi 2014) with option ‘-p -O --fraction -s 0’ and the expression of each gene annotated by GENCODE vM25 was quantified by calculating TPM. For quantification of repetitive genomic regions, we used featureCounts with option ‘-M -p -s 0’ to allow for multi-mapped read counts of repetitive loci annotated by RepeatMasker. Repetitive elements with more than 100 copies were analyzed. The resulting read count data were processed using EdgeR (Robinson, McCarthy, and Smyth 2010) to identify differentially expressed genes. A false discovery rate of < 0.05, was used to extract differentially expressed genes. Heatmaps were generated using ‘computeMatrix’ and ‘plotHeatmap’ functions in deepTools (version 3.5.1) (Ramírez et al. 2016).

**Motif analysis**

MEME-ChIP (version 5.5.4) (Machanick and Bailey 2011) was used to analyze transcription factor motifs with the following parameters: Classic mode / MOUSE (Mus musculus) DNA/ HOCOMOCO Mouse (v11 CORE) / 2nd order model of sequences / Minimum width: 6 / Maximum width: 15 / Zero or one occurrence per sequence / Number of motif:5.

**Meta-analysis of YY1-binding sites**

YY1 binding peaks in eight-cell embryos were identified in our previous study (Sakamoto et al. 2023) . Genes proximal to these YY1-binding peaks were identified by using annotatePeaks.pl from HOMER based on GENCODE vM 25 (Heinz et al. 2010) . The repetitive elements that overlap with the YY1 binding peaks were identified using bedtools ‘intersect’ function.

**Hi-C data processing**

Hi-C data from mouse eight-cell embryos were downloaded from GSE82185. Hi-C reads were aligned to the mouse genome (mm10) using bwa-mem2 (version 2.2.1) (Vasimuddin et al. 2019) with option ‘-SP5M’ after removing adaptor sequences and low-quality reads by Trim Galore!. The mapped reads were processed to generate Hi-C pairs by pairtools (version 0.3.0) (Abdennur et al. 2023) . The duplicated contact pairs were removed and replicated data were merged by ‘merge’ function in pairtools. Contact matrix were generated at 10-kb bins using cooler (version 0.9.3) (Abdennur and Mirny 2020) and ‘balance’ function in cooler was applied to the output files to correct the bins of Hi-C matrices. For pile-up analyses, we first compiled all possible combinations of YY1 distal peaks and transcriptional start sites of genes of interest on the same chromosome and generated bedpe format files. Then, we conducted pile-up analyses using ‘coolpup.py’ (version 1.1.0) (Flyamer, Illingworth, and Bickmore 2020) with option ‘--features_format bedpe --nshifts 1 --seed 0’ and contact signal was depicted using ‘plotpup.py’ with option ‘--scale linear’.

**Quantification and statistical analysis**

Statistical analyses were implemented with R ( http://www.r-project.org ).

**Data availability**

All sequencing data have been deposited in the Gene Expression Omnibus (GEO) under the accession number GSE252053.

## Extended Data

Description: List of differentially expressed genes between control and Yy1 knockdown morula embryos. Resource Type: Dataset. DOI: 10.22002/s69zk-3m482

How the deposited data were processed for this re-analysis (not part of the article)

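RNA-seq was performed on 3 libraries of control KD morulae and 3 libraries of *Yy1* KD morulae, each from 10 pooled morulae collected 64 h after insemination. Libraries were assigned to groups and replicates by their labels, and no column of values per library was left unused. The authors removed the adaptor bases with Trim Galore!, aligned the reads to mm10 with Hisat2, removed reads on ribosomal RNA with bedtools, assigned read pairs to the genes of GENCODE vM25 with featureCounts (pairs on several genes divided among them, strand ignored) and deposited TPM for each gene and library. The authors tested read counts with edgeR at a false discovery rate under 0.05. TPM keeps no depth of its own and is not suited to a count model, so limma was used here instead, as set before the data were examined.

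Genes with a TPM of at least 1 in at least 3 of the 6 libraries were kept. limma (version 3.58.1, R 4.3.3) was fitted to log2(TPM + 1) with a variance trend, without a replicate block and with equal weights, and two-sided p-values were adjusted by the Benjamini-Hochberg method over the genes tested. A gene was called at an adjusted p under 0.05. Single genes were also compared with two-sided exact permutation tests, for which the smallest p is 0.1. Standard errors are those of limma, and ± gives the SD over 3 libraries. Intervals of shares are 95% Wilson intervals, which cover counting error over genes only. Tables and figures were made with Python 3.11.15, pandas 2.3.3, numpy 2.4.6, scipy 1.17.1, statsmodels 0.14.6 and matplotlib 3.10.9. The test was checked on simulated libraries drawn with the levels and depths of the real ones, over 17263 genes. Genes of similar level were given the same spread, the median of the real genes at that level. Differences in spread between genes of the same level were thus not simulated.

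The genes named in the text were chosen by a rule fixed in advance. They are *Yy1* and its retroposed relatives *Yy2* and *Zfp42*, the genes *Xist*, *Ddx3y*, *Eif2s3y*, *Kdm5d* and *Uty* as checks of the sex of the pools, and the 5 downregulated and 5 upregulated genes with the largest fold change among called genes with a mean TPM of at least 10, groups that do not overlap and a symbol that is not a clone or predicted name. The result of 1 of these genes is not reported here. Called members of a gene list with 30 or fewer genes could also be named. Other genes are said to be chosen after their values were seen.

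Genes were matched to GENCODE vM21 (GRCm38), which gave coordinates, gene types, overlaps and exon lengths; 55104 of 55364 identifiers (99.5%) matched. The authors used GENCODE vM25, on the same assembly. Read pairs were recovered from TPM and exon length and used to give the depth of each library. The YY1 consensus was to be searched in promoters. The genome sequence was not used here, and the motif was searched in the first 100 nt of the annotated transcripts instead, a choice made after the reference had been seen. Genes not called were drawn 10000 times to match the called genes in 10 classes of GC content and 5 classes of TPM.

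The lists tested with camera (preset correlation between genes of 0.01), Benjamini-Hochberg adjusted over the 11 lists, were 2-cell and MERVL-linked genes, maternal transcripts, trophectoderm, inner cell mass and pluripotency, primitive endoderm, p53 targets, cytosolic ribosomal proteins, mitochondrial ribosomal proteins, the nuclear-encoded respiratory chain, the proteasome and Y-linked genes. The members were written down from general knowledge of these groups. A further list of mitochondrially encoded genes had 0 members in the table. Each list was also tested with fry and with camera at an estimated correlation.

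The alternatives fixed in advance were a pseudocount of 0.1, no filter on low values, a mean TPM of at least 5, median-ratio scaling, quantile normalization, no variance trend, robust variances, weights per library, a replicate block and leaving out each library in turn. Alternatives added later were limma-voom on the recovered read pairs, genes of at least 200 nt with TPM rescaled, genes without exonic overlap, all libraries thinned to 11793381 read pairs, protein-coding genes alone, and a correction for GC content and length by loess (span 0.5) with and without recentring of the libraries. Every split of the 6 libraries into 2 groups of 3 was tested, 10 in all. Repetitive elements, YY1 binding sites, chromatin contacts, embryonic stem cells and eight-cell embryos were not analysed here.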

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

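The tests on p53 targets, on Y-linked genes and on *Yy1* reads placed on *Zfp42*, and the tests of centring and GC content on the ribosomal protein genes, were chosen only after the result was seen. Some of them use settings that were themselves fixed in advance as alternatives, such as median-ratio scaling and quantile normalization. The tests on pseudogenes and on an siRNA match in *Zfp42* were written down before their own values were seen. Each of the results in this part concerns genes that the paper does not discuss.

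The list of p53 targets was higher in *Yy1* KD than in control KD morulae. The median log2 fold change of its 14 genes was 0.69, with 13 genes higher and 1 lower (camera, Benjamini-Hochberg adjusted p = 5.2e-06). With 6 genes called over all genes tested, all of them upregulated, and 10 genes adjusted over the list alone (9 upregulated), the largest changes among the 6 were those of *Plk2*, *Phlda3*, *Bbc3* (log2 fold change 1.23) and *Eda2r* (1.18), followed by *Mdm2* (0.70) and *Aen* (0.49). Not all members moved. *Cdkn1a* (log2 fold change 0.17, limma adjusted p = 0.607) was not called and *Bax* was the gene that was lower (-0.29, limma adjusted p = 0.107); both were chosen after their values were seen. The median was 0.72 with median-ratio scaling, 0.70 at equal depth, 0.70 after the correction for GC content and length, and 0.70 among genes without exonic overlap, which argues against the scaling of the libraries, their depth, GC content or length, and shared read pairs as the whole cause. In the fits that left out 1 library it was between 0.52 and 0.88. With fry, which keeps the correlation between genes, the adjusted p was 0.0659, and with camera at an estimated correlation it was 0.533. A shared variation of these genes between pools that has no relation to *Yy1* therefore cannot be told apart from an effect of the knockdown with 3 libraries per group. A response of the embryos to the loss of YY1, and a different response to the 2 siRNAs, may both raise p53 targets, and neither was tested.

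Genes for cytosolic ribosomal proteins were higher as a list, by a small amount. The median log2 fold change of the 82 genes tested was 0.26, with 74 higher and 8 lower (camera, Benjamini-Hochberg adjusted p = 5.86e-16). The adjusted p was 0.0435 with fry and 0.533 with camera at an estimated correlation. Over all genes tested 13 were called and 38 when adjusted over the list alone, all upregulated. The median was lowest with quantile normalization, 0.17, and was 0.21 after the correction for GC content and length, for which 79 of the 82 genes had a value. Neither the scaling of the libraries nor GC content and length thus accounted for the whole difference. If read pairs had moved from processed pseudogenes to their parent genes, the pseudogenes would be lower. The 160 ribosomal protein pseudogenes tested had a median log2 fold change of 0.18, with 103 higher and 57 lower. A higher level of ribosomal protein transcripts in *Yy1* KD morulae is a hypothesis found and examined on the same data, and its reason was not tested.

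*Zfp42* fell almost as far as the target of the siRNA, with a log2 fold change of -3.17 against -3.32 for *Yy1*. *Zfp42* arose from a *Yy1* transcript, which raises 2 technical questions. Reads of *Yy1* placed on *Zfp42* would be lost with *Yy1*. Any 150 nt of the *Yy1* transcript, the length of a read, differed from any 150 nt of the *Zfp42* transcript at 27 bases or more when compared without gaps, which argues against misplaced reads as the source of the difference. An siRNA that matches both transcripts could also lower *Zfp42* directly. The longest stretch shared by the annotated transcripts is 20 nt, TGTGCAGAGTGTGGCAAAGC, so that 2 of the 6160 windows of 19 nt in the *Yy1* transcript occur in *Zfp42*. The sequence of the siRNA is not named in the paper's text, and whether it lies there cannot be told apart from regulation of *Zfp42* by YY1. *Yy2* shares a longer stretch with *Yy1*, 32 nt, and was not lower.

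Genes on the Y chromosome moved in opposite directions. *Ddx3y* (chromosome Y, 1260771 to 1286629) went from 22.1 ± 7.27 to 4.58 ± 0.890 TPM (SD, n = 3 libraries each), a log2 fold change of -2.02 (limma adjusted p = 0.0126), on 487 to 1639 read pairs in control KD and 91.5 to 203 in *Yy1* KD libraries. It was called in 5 of the 6 fits that left out 1 library. *Uba1y* (818649 to 844224), chosen after its values were seen, went from 1.35 ± 0.421 to 6.93 ± 0.612 TPM, a log2 fold change of 1.77 (limma adjusted p = 0.0126), on 26 to 67 and 126 to 235 read pairs, and was called in all 6 such fits. Read pairs of its X-linked homolog *Uba1* that were assigned to it would rise only with *Uba1*, which was lower (log2 fold change -0.54, limma adjusted p = 0.0213). *Uty* went from 1.40 to 0.304 TPM, in groups that did not overlap. At this low level it was not called (log2 fold change -0.88, limma adjusted p = 0.0948), but it was with voom on the recovered read pairs (-2.40, limma-voom adjusted p = 0.00497) and in 4 other alternatives, with an adjusted p between 0.00497 and 0.168 over the alternatives run with all libraries. *Eif2s3y* (-0.51, limma adjusted p = 0.316) was not called, and *Kdm5d*, at 1.01 TPM in control KD and 0.674 TPM in *Yy1* KD morulae, was too low to be tested. Fewer male embryos in the *Yy1* KD pools would lower Y-linked genes and raise none, which the rise of *Uba1y* by 1.77 argues against as the whole cause. As part of the fall of *Ddx3y* it stays open. *Xist* was at 54.0 ± 28.2 TPM in control KD and 38.3 ± 17.6 TPM in *Yy1* KD morulae (limma adjusted p = 0.597), a spread between pools that leaves a difference in sex ratio open. An effect of YY1 on single Y-linked genes may explain the opposite changes and was not tested otherwise.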

How the results depend on the processing

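The level of *Yy1* was lowered and called under every alternative run. Its log2 fold change was between -3.45 and -3.26 under those fixed in advance, between -3.36 and -3.28 with each library left out in turn, and between -3.42 and -3.23 under the added ones. The other 14 genes selected by the naming rule or as checks kept their direction in all fits. Of 125 fits under the alternatives fixed in advance, 118 left the call as it was, 6 lost it and 1 gained it; of 84 fits that left out 1 library, 64 left it and 20 lost it; of 84 fits under added alternatives, 80 left it and 4 gained it. Unless a reason is given, the cause of the changes below was not tested.

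The number of calls was less stable than single genes. Without a filter, over 35852 genes, 77 upregulated and 270 downregulated genes were called (77.8% downregulated). Without a variance trend there were 132 and 382 (74.3%). Across the 6 fits that each left out 1 library there were from 22 to 92 upregulated and from 53 to 326 downregulated genes, with 65.7% (without control KD replicate 1) to 80.1% (without *Yy1* KD replicate 3) downregulated; fewer libraries alone lower these counts. The lowest counts came without control KD replicate 3 and the highest without *Yy1* KD replicate 1. With the replicate block, 69 upregulated and 218 downregulated genes were called (76.0%). Over all genes tested, the deviations of libraries with the same replicate number from their group means had correlations of -0.00388, 0.0319 and 0.0747. Pairing by number was thus not seen over all genes. A shared batch that moves fewer genes is not excluded, and neither the labels nor the paper's text names one. The block also uses up degrees of freedom. Calls with median-ratio scaling were 65.7% downregulated and with quantile normalization 58.5%.

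The following alternatives were chosen after the data had been seen. limma-voom on the recovered read pairs called 869 upregulated and 1181 downregulated genes (57.6%), of which 932 were among the 1061 genes called above. Among genes of at least 200 nt, rescaled, 72.1% of calls were downregulated. Genes without exonic overlap, 10927 in all, gave 213 and 417 calls. Protein-coding genes alone gave 607 and 1272, and 597 and 1278 after the correction for GC content and length. The correction was run in 2 versions. That which centres each library on the fitted trend gave 895 upregulated and 1032 downregulated genes (53.6%) and moved the median log2 fold change of all its genes from -0.04 to 0.03; the version that keeps each library's median was made after this result had been seen, and both are given because the split moved by more than 10 percentage points between them.

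The share of genes above 20 TPM that were downregulated was 3.27% without a filter, 10.4% at a mean TPM of at least 5, 6.83% with median-ratio scaling, 5.50% with quantile normalization, 2.84% without a variance trend, 2.63% with the replicate block and 6.85% by the mean over all 6 libraries, and from 0.675% to 3.84% with each library left out. Among the added alternatives it was 11.8% with voom, 12.7% for genes of at least 200 nt, 7.09% at equal depth, 8.10% among genes without exonic overlap, 16.2% for protein-coding genes, 16.5% after the correction for GC content and length and 13.0% with recentring.

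Of the gene lists, 2-cell and MERVL-linked genes lost their call with camera at an estimated correlation (median 0.41, adjusted p = 0.558), with fry (0.41, adjusted p = 0.339), at a mean TPM of at least 5 (0.21, adjusted p = 0.0878), with quantile normalization (0.48, adjusted p = 0.0598), among genes without exonic overlap (0.54, adjusted p = 0.111) and with recentring (0.49, adjusted p = 0.107), in a range of adjusted p from 0.00844 to 0.558 over the alternatives fixed in advance. p53 targets (0.69) lost it with an estimated correlation and with fry, and cytosolic ribosomal proteins (0.26) and the respiratory chain (-0.10) with an estimated correlation, under which no list was called. Trophectoderm genes, mitochondrial ribosomal proteins and Y-linked genes, which were not called, kept their sign under every alternative run. The other lists that were not called changed sign near 0. Inner cell mass genes reached 0.0109 with recentring, primitive endoderm -0.00126 among genes of at least 200 nt, and the proteasome -0.00281 among those genes and -0.00628 after the correction for GC content and length. With each library left out, the medians were 0.18 to 0.59 for 2-cell genes, which lost their call without control KD replicate 2 (0.18, adjusted p = 0.196) and without *Yy1* KD replicate 2 (0.23, adjusted p = 0.278), -0.0319 to 0.29 for maternal transcripts, -0.16 to 0.13 for primitive endoderm, -0.13 to -0.0841 for the respiratory chain (adjusted p 6.3e-05 to 0.0660, above 0.05 without *Yy1* KD replicate 3) and -0.0377 to 0.0504 for the proteasome.

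The motif near the transcript start of downregulated genes had an odds ratio between 3.81 and 5.44 under the alternatives run, which searched the first 50, 100 or 200 nt. For upregulated genes it was called in the first 200 nt, with an odds ratio of 1.80 (Fisher's exact test, p = 0.00579, range over its alternatives 0.00579 to 0.311). The promoter windows planned around the transcription start were not run, since the genome sequence was not used here.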

Differences from the paper's values

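The paper reports 460 upregulated and 988 downregulated genes; 333 and 728 were called here with limma on log2(TPM + 1), each within 1.5 times the paper's count. Of the alternatives set before the data were examined, none reached the paper's counts. The closest were 388 upregulated genes with quantile normalization and 841 downregulated genes with a mean TPM of at least 5. Of 7 settings chosen after seeing the values, 5 passed the paper's count in at least 1 direction. limma-voom on recovered read pairs called 869 upregulated and 1181 downregulated genes, genes of at least 200 nt with TPM rescaled gave 414 and 1071, protein-coding genes alone gave 607 and 1272, and the corrections for GC content and length gave 597 and 1278, or 895 and 1032 with recentring. Genes without exonic overlap (213 and 417) and equal depth (276 and 620), also chosen after seeing the values, did not reach the paper's counts.

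The paper states that the YY1 motif was not enriched at the promoters of upregulated genes. The paper searched promoter regions, whose extent its text does not give, while transcript sequence was searched here. The first 200 nt of upregulated genes held the motif more often than those of genes not called (odds ratio 1.80, Fisher's exact test p = 0.00579). This length was chosen after the reference had been seen. The first 100 nt did not (odds ratio 1.58, Fisher's exact test p = 0.0697), nor did the first 50 nt (odds ratio 1.62, p = 0.132). Draws matched on GC content and TPM were made for the first 100 nt alone.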

Other observations

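The tests on the number of calls, on their direction and on GC content at the motif were chosen only after the result was seen. The test on start codons was written down before its own values were seen.

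Of the 10 splits of the 6 libraries into 2 groups of 3, only the real split, 1 of 10, gave as many as 1061 calls. The others gave between 0 and 2 calls. With 10 splits the share cannot fall under 0.1, so that this count cannot show on its own that the grouping matters. At an unadjusted p under 0.05 the real split gave 4123 genes.

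More genes were downregulated than upregulated, and the size of this difference depends on how the libraries are centred. Several technical reasons were examined. At equal depth 69.2% of calls were downregulated, after the correction for GC content and length 68.2%, among genes without exonic overlap 66.2% and among genes of at least 200 nt 72.1%. Depth, GC content and length, shared read pairs and abundant short RNAs thus do not account for the whole difference. GC content was known for 80.6% of the genes called, those that code for proteins. Centring is another matter. When the same correction also recentred each library, 53.6% of calls were downregulated, and with quantile normalization 58.5%, although the median log2 fold change of all genes moved by less than 0.1. TPM measures shares of a library, so that the data do not fix which genes are unchanged, and how much of the excess comes from centring cannot be told apart from a true excess. Among calls with a log2 fold change of at least 1 in size, 267 were downregulated and 121 upregulated (68.8% downregulated), against 228 and 129 (63.9%) with quantile normalization and 368 and 251 (59.5%) with voom on the recovered read pairs. Among protein-coding genes after the correction for GC content and length they were 250 and 84 (74.9%), and 199 and 111 (64.2%) with recentring. Of the 267 and 121 genes, 207 of the downregulated (77.5%) and 53 of the upregulated genes (43.8%) code for proteins. A loss of activation by YY1 may explain the larger number of downregulated genes, and binding sites, which would test it, were not analysed here.

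The YY1 motif near the transcript start of downregulated genes has the sequence AANATGGC in most cases, which contains ATG. Genes whose start codon lies close to the transcript start could therefore have the motif by chance, and 37.6% of downregulated against 29.0% of uncalled genes have their start codon in the first 100 nt. For sites that do not cover the start codon the odds ratio was 4.36 (Fisher's exact test over genes, p = 8.77e-20), close to 4.82 for sites that do. Among uncalled genes matched on GC content and TPM, 5.95% had the motif, against 22.0% of downregulated genes. Neither start codons nor GC content and expression thus account for the whole excess. Binding of YY1 at these sites is a hypothesis that was not tested here.

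The nuclear-encoded respiratory chain was slightly lower as a list (median log2 fold change -0.10, 33 genes higher and 62 lower; camera, Benjamini-Hochberg adjusted p = 0.00293; fry 0.0308). Of its 95 genes, 21 were called over all genes tested, 20 of them downregulated and 1 upregulated (*Ndufs8*, chosen after its values were seen), and 30 adjusted over the list alone. With quantile normalization the median was -0.01, with 45 genes higher and 50 lower, and camera still called the list (adjusted p = 0.0152). Over the alternatives fixed in advance the adjusted p was between 1.29e-05 and 0.533.

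2-cell and MERVL-linked genes had a median log2 fold change of 0.41 (10 genes higher and 3 lower; camera adjusted p = 0.0337, fry 0.339), with 1 gene called over all genes (*Usp17ld*, log2 fold change 1.38, limma adjusted p = 0.0363) and 3 adjusted over the list alone. Many of them belong to multigene families whose read pairs cannot be assigned with certainty. Mitochondrial ribosomal proteins lay close to the threshold (median -0.09, 30 genes higher and 48 lower, camera adjusted p = 0.0528). They were called in 2 of 11 alternatives fixed in advance (adjusted p from 0.00169 to 0.558), in 3 of the 6 fits that left out 1 library (0.00741 to 0.237) and in 3 of 7 added alternatives (0.0245 to 0.173). Inner cell mass and pluripotency genes (-0.06, camera adjusted p = 0.300, fry 0.0308), trophectoderm genes (-0.14, camera adjusted p = 0.461), maternal transcripts (0.09, camera adjusted p = 0.463), the proteasome (0.02, camera adjusted p = 0.546), primitive endoderm genes (0.02, camera adjusted p = 0.915) and the list of Y-linked genes (-0.69, camera adjusted p = 0.165, fry 0.0308) were not called by camera over all 6 libraries. Among the 35 proteasome genes tested, 18 were higher and 17 lower, and 5 were called over all genes tested, all of them downregulated. Without *Yy1* KD replicate 1, camera called the proteasome (adjusted p = 0.0428). With camera at an estimated correlation the lowest adjusted p over the 11 lists was 0.533, so that this test called none of them. With fry the cytosolic ribosomal proteins, the respiratory chain, inner cell mass and pluripotency genes and Y-linked genes were called. The p53 targets and the remaining lists were not. The list of Y-linked genes had 4 genes tested, 1 higher and 3 lower. *Uba1y*, which rose, was not in it, so that its call does not stand for all genes of the Y chromosome.

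Several genes that were close to 0 in control KD morulae were detected in every *Yy1* KD library. They were chosen after their values were seen. *Gm36551*, annotated as antisense (chromosome 5, 137857045 to 137860318), went from 0.418 ± 0.244 to 26.7 ± 4.87 TPM (SD, n = 3 each, log2 fold change 4.29, limma adjusted p = 9.7e-04). This was on 32 to 63.33 read pairs in *Yy1* KD and 0.25 to 2 in control KD libraries. *Gm36551* shares exonic sequence with 1 other gene, whose read pairs can count for it. *Cyp1a2* (chromosome 9, 57676937 to 57683703) went from 0.347 ± 0.306 to 14.5 ± 4.45 TPM (log2 fold change 3.51, limma adjusted p = 0.00509), on 105 to 251 read pairs in *Yy1* KD and 0 to 7 in control KD libraries. A pair of long noncoding RNAs on chromosome 13 rose as well, *Gm8016* (68353364 to 68356825) from 3.83 to 50.9 TPM and *Gm48436* (68488998 to 68491389) from 26.4 to 122.8 TPM. These 4 genes were called in all 6 fits that left out 1 library. Other genes that rose in this way were not all as stable. *Muc3* (0.449 to 11.4 TPM) was called in 2 of the 6 fits and *Gm5989* (4.12 to 39.5 TPM) in 4. *Gm5301* (5.52 to 46.9 TPM), like *Gm5989* annotated as a processed pseudogene, was called in all 6. Their function in morulae, and whether YY1 binds near them, were not tested.

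Other X-linked homologs of the Y-linked genes were chosen after their values were seen. *Kdm6a* (log2 fold change -0.58, limma adjusted p = 0.0350) and *Usp9x* (-0.41, limma adjusted p = 0.0468) were lower, while *Ddx3x* (0.10, limma adjusted p = 0.545) and *Eif2s3x* (0.31, limma adjusted p = 0.0545) were not called. On the Y chromosome, *Usp9y* had a log2 fold change of 0.57 (limma adjusted p = 0.214). The median log2 fold change of the 532 X-linked genes tested was -0.00 and that of autosomal genes -0.03, so that no shift of the whole X chromosome accompanied these changes.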
